A study of Homo sapiens with 4 samples. Its data were reported in "GLS1 Orchestrates Exosome‐Mediated Tumor‐Endothelial Communication to Facilitate Angiogenesis" (2026).

How the data were processed

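Gene expression was measured by RNA sequencing in HN6 cells, an established line of head and neck squamous cell carcinoma. Per the labels, stable lines had been made by transduction with lentivirus carrying a short hairpin RNA against green fluorescent protein (shGFP, the control) or the hairpin of the shGLS1 group, followed by puromycin selection. There were 2 libraries in each group, made from total RNA with a NEBNext Ultra II kit. Whether poly(A) RNA was selected, whether strand was kept, and which aligner and counter were used are not stated in the labels.

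The authors deposited raw read counts per Ensembl gene, 1 column per library, for 26214 genes. They also deposited FPKM values for the same genes in the same order. The deposited FPKM equalled the count divided by a gene length and by 1 effective size per library. The implied gene lengths equalled the union-exon lengths of GENCODE 29 on GRCh38 for 100% of the genes with over 50 counts in each library, and all 26214 gene identifiers were found in that annotation. Coordinates are therefore given on GRCh38 from GENCODE 29. The effective sizes were between 0.899 and 1.075 times the column totals, so the FPKM carry a scaling between libraries that the counts do not. The smallest sum of counts over the 4 libraries was 2, so genes with fewer reads had been left out of the tables. For 24 genes the name had been changed to a date, and genes were handled by identifier. Every entry of the tables named a gene.

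Libraries were assigned to groups and replicate numbers by their titles. The total count per library ranged from 16334941 to 20310555. Tests of the counts used edgeR 4.0.16 in R 4.3.3 with TMM factors, genes kept by filterByExpr at its defaults (a minimum count of 10 and a minimum total count of 15), and the quasi-likelihood F-test at the default settings of this version. P-values were 2-sided and were adjusted by Benjamini and Hochberg over the 15806 genes tested. The default of glmQLFit in edgeR 4.0.16 is its legacy estimator. An alternative that had been planned as the legacy estimator was therefore identical to the main setting and was not run as a separate one, and the version 4 estimator was run in its place. The standard error of a log2 fold change is the absolute fold change divided by the square root of F, and 95% confidence intervals used the total degrees of freedom of the fit. Levels are given as CPM from edgeR, scaled by TMM, as mean ± SD with n = 2. Intervals for the share of counts in 1 library are 95% Wilson intervals, which cover counting error only. With 2 libraries against 2, no permutation of the labels can give a p below 0.333, so no permutation p is given.

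The 8 gene lists (deubiquitinase, exosome biogenesis and release, secreted angiogenic factor, glutamine and glutamate metabolism, amino acid response, proliferation, interferon-stimulated and caveola genes) were written before the data were examined, as were the tests and the rule for naming genes. They were matched by the name in the tables and otherwise by current symbol through the Ensembl identifier. Lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over the 8 lists. The naming rule took CAV1, USP1 and TNC whatever their values, and 1 further gene that is not reported here. It then took up to 5 genes in each direction, by fold change, among genes with an adjusted p under 0.05, an absolute log2 fold change of at least 1, an average log2 CPM of at least 1 and no overlap between the groups, and up to 3 members of each list in each direction with an adjusted p under 0.05 over all genes tested. Any other gene named was chosen after its values were seen. A squamous differentiation list and a mesenchymal list were written after the first results had been seen, without the genes whose values had been looked at.

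The alternatives were DESeq2 1.42.0 at its defaults, which gave no adjusted p to 920 of the 15806 genes, other scalings (RLE, upper quartile and library size only), a minimum of 10 counts in every library, no filter beyond 1 count, the replicate number as a block, limma with a trend on log2(FPKM + 1), and each library left out in turn. For the lists they were fry, an estimated correlation, RLE factors, the minimum of 10 counts, the block, a prior count of 0.5 and each library left out. Corrections for transcript length and GC content, limma voom with library quality weights, a crossed pairing and the version 4 estimator were added after the data had been seen. The length correction subtracted, per library, a loess curve (span 0.5) of the log2 deviation from the gene mean on the length of the longest annotated transcript, fitted on genes with an average log2 CPM above 2. Leaving out a library leaves 1 library in a group, and those fits were used for fold changes only and were not tested.

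The tests were tried on simulated counts for the 15806 genes, drawn from the means and library sizes of these libraries with 200 genes changed by a log2 fold change of 2. With the dispersions of the real libraries, the test called 155 genes, of which 147 were changed genes and 8 were not, and the median change recovered was 2.06. These counts were drawn independently for each gene, with no library set apart. In the real libraries shGFP replicate 1 stood apart over many genes. The share called is therefore not the power of the real comparison, and few real calls do not show that such changes are absent. At a biological coefficient of variation of 0.1 all 200 were called, with 5 false calls. At that same coefficient, with a length trend placed in 1 library, 181 changed genes were called, and 200 after the length correction. The trend was made on the same log2 length that the correction fits, so its removal tests only the working of the correction. The biological coefficient of variation of the real libraries was 0.298. Figures were drawn with matplotlib 3.10.9.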

Results

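The transcriptome of HN6 cells was compared between a control line and a line carrying the short hairpin RNA of the shGLS1 group. A question put to these libraries was whether the mRNA level of CAV1, a caveolin gene whose protein falls on the knockdown, also changes. Each group, shGFP and shGLS1, had 2 libraries. The total count was 20310555 in shGFP replicate 1, 17651078 in shGFP replicate 2, 18190782 in shGLS1 replicate 1 and 16334941 in shGLS1 replicate 2. Between 15243 and 15970 genes per library had at least 10 counts.

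The replicates were first compared with each other. The Pearson correlation of log2 CPM across the 15806 genes tested was 0.988 between the shGLS1 libraries and 0.945 between the shGFP libraries. The SD over genes of the log2 ratio was 0.405 between the shGLS1 libraries and 0.917 between the shGFP libraries. Both pairs differed by more than counting noise alone gives, with a chi-square per degree of freedom of 14.9 and 191. This does not separate differences between cultures from differences between library preparations. The difference lay with shGFP replicate 1. Its correlation with the shGLS1 libraries was 0.937 and 0.947, whereas that of shGFP replicate 2 was 0.965 and 0.961. The 80 ribosomal protein genes took 8.66% of all counts in shGFP replicate 1 (95% Wilson interval 8.64% to 8.67%) and 3.58% in shGFP replicate 2 (3.57% to 3.59%). They took 3.95% in shGLS1 replicate 1 (3.95% to 3.96%) and 4.08% in shGLS1 replicate 2 (4.07% to 4.09%). Levels in shGFP replicate 1 also followed transcript length. Across 10769 protein-coding genes, which are not independent replicates, the Spearman correlation between longest transcript length and the log2 deviation from the gene mean was -0.51 in shGFP replicate 1 and 0.51 in shGFP replicate 2, against 0.26 and 0.04 in the shGLS1 libraries. Pairs without shGFP replicate 1 also differed with length. Across genes with an average log2 CPM above 2, the Spearman correlation of length with the log2 ratio was 0.24 for shGFP replicate 2 over shGLS1 replicate 1, 0.35 for shGFP replicate 2 over shGLS1 replicate 2 and 0.30 for shGLS1 replicate 1 over shGLS1 replicate 2. It was -0.59 for shGFP replicate 1 over shGFP replicate 2.

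**Figure D1:**
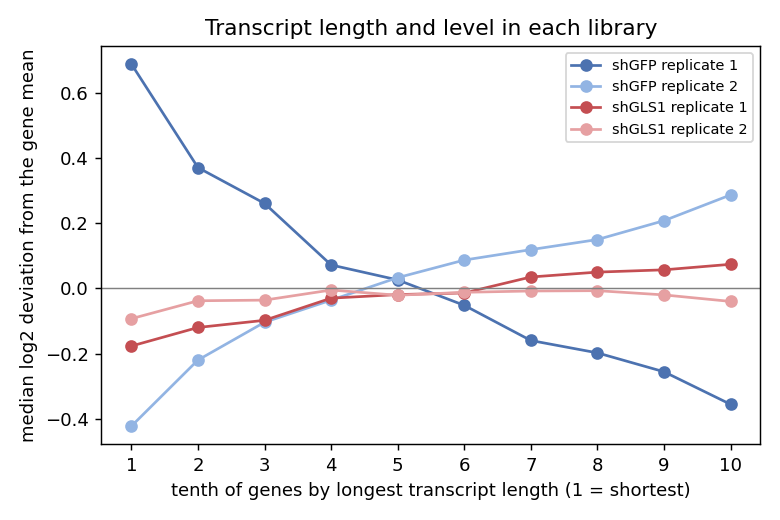
Median log2 deviation of each library from the gene mean (vertical axis) in 10 bins of protein-coding genes ordered by the length of the longest transcript (horizontal axis), with 1 line per library. In shGFP replicate 1 the median fell from 0.69 in the shortest bin to -0.36 in the longest, whereas in shGLS1 replicate 2 it was -0.09 and -0.04.

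Over all genes, none of the 15806 tested had an adjusted p under 0.05 by edgeR, and the smallest adjusted p was 0.091. An unadjusted p under 0.05 was found for 2001 genes, 1157 higher and 844 lower in shGLS1, where 790 would be found by chance. With an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, 1256 genes differed, 816 higher and 440 lower. The groups did not overlap for 46.5% of the genes tested, where chance gives 33.3%. The count of genes past the adjusted threshold depended on the test. DESeq2 at its defaults called 286 genes, 222 higher and 64 lower, among the 14886 that its independent filtering kept, and 282 among all 15806 without that filtering.

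Because no gene met the naming rule by its values, 4 further genes are given that were chosen after their values were seen. LOXL4 (ENSG00000138131, chromosome 10, 98247690 to 98268250) had the smallest p. It rose from 0.66 ± 0.14 to 31.2 ± 0.76 CPM (SD, n = 2), with a log2 fold change of 5.54 (standard error 0.33) and an adjusted p of 0.091 by edgeR. CDH5 (ENSG00000179776, chromosome 16, 66366622 to 66404786) rose from 15.7 ± 0.66 to 117.3 ± 1.17 CPM (SD, n = 2), a log2 fold change of 2.90. SERPINE2 (ENSG00000135919, chromosome 2, 223975112 to 224039319) went from 48.7 ± 0.56 to 7.74 ± 1.52 CPM (SD, n = 2), a log2 fold change of -2.65. VIM (ENSG00000026025, chromosome 10, 17228259 to 17237593) went from 65.5 ± 20.5 to 7.62 ± 0.84 CPM (SD, n = 2), a log2 fold change of -3.10. VIM shares 641 exon bases with the antisense gene VIM-AS1, which had 194 counts in all libraries together, against 2637 for VIM. CDH5, SERPINE2 and VIM each had an adjusted p of 0.124 by edgeR.

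CAV1 (ENSG00000105974, chromosome 7, 116524785 to 116561184, plus strand) had 6949 and 8358 counts in the shGFP libraries and 8938 and 8314 in the shGLS1 libraries. Its level was 421.7 ± 42.3 CPM (SD, n = 2) in shGFP and 480.2 ± 25.9 CPM (SD, n = 2) in shGLS1. The log2 fold change was 0.19 with a standard error of 0.27, and the adjusted p by edgeR was 0.802. No difference was detectable with these libraries. The 95% confidence interval, from -0.48 to 0.86, includes both a modest fall and a modest rise. The log2 fold change was 0.09 without shGFP replicate 1, and 0.29 both without shGFP replicate 2 and with scaling by library size only.

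USP1 was examined because it is the deubiquitinase gene that the study names as lowered by the knockdown. USP1 (ENSG00000162607, chromosome 1, 62436297 to 62451804, plus strand) had 3193 and 2736 counts in the shGFP libraries and 1483 and 1309 in the shGLS1 libraries. Its level was 163.9 ± 22.8 CPM (SD, n = 2) in shGFP and 77.6 ± 1.30 CPM (SD, n = 2) in shGLS1. The log2 fold change was -1.08 with a standard error of 0.25 and a 95% confidence interval from -1.71 to -0.45. The adjusted p by edgeR was 0.255. Among the 87 deubiquitinase genes tested, USP1 ranked 2 from the lowest log2 fold change and 1 by signed p-value. The rank of 1 by fold change belonged to UCHL3, whose counts were 412 in shGFP replicate 1 and 146 in shGFP replicate 2. Without shGFP replicate 1 the rank of USP1 was 4.

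TNC, the gene of tenascin C, lies on chromosome 9 from 115019578 to 115118257 (ENSG00000041982, minus strand). It had 324 and 1021 counts in the shGFP libraries and 3308 and 2147 in the shGLS1 libraries. Its level was 36.7 ± 26.1 CPM (SD, n = 2) in shGFP and 149.8 ± 29.9 CPM (SD, n = 2) in shGLS1. The log2 fold change was 2.03 with a standard error of 0.56 and a 95% confidence interval from 0.64 to 3.42. Both shGLS1 libraries lay above both shGFP libraries, and the adjusted p by edgeR was 0.287. The call depended on the test, since DESeq2 gave an adjusted p of 0.00463 and the adjusted p over the alternatives ranged from 0.000227 to 0.321. The lowest value came from a crossed pairing of the libraries that was chosen after the data had been seen. The size depended on the control. The log2 fold change was 1.45 without shGFP replicate 1 and 3.04 without shGFP replicate 2.

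**Figure D2:**
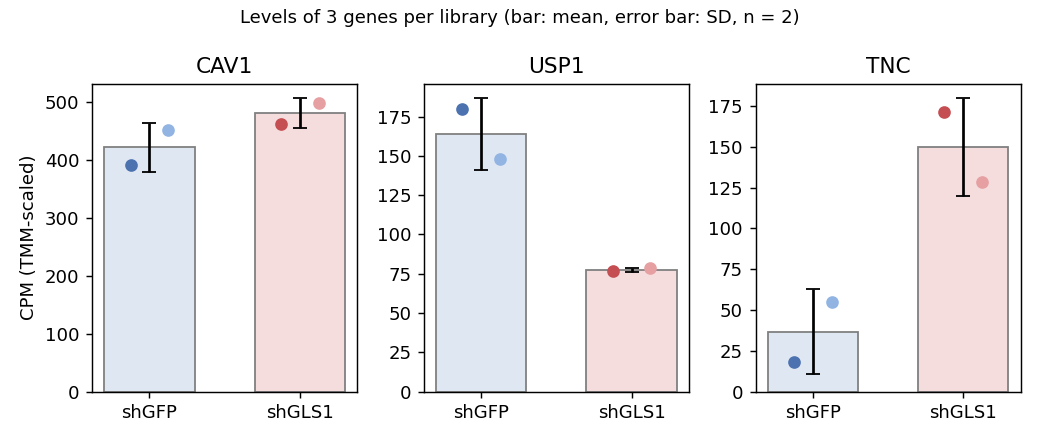
Level in CPM (vertical axis) of CAV1, USP1 and TNC in shGFP and shGLS1, with bars for the mean, error bars for the SD (n = 2) and points for the libraries. USP1 lay lower and TNC higher in both shGLS1 libraries than in both shGFP libraries, and for TNC the shGFP libraries were at 18.3 and 55.2 CPM.

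Gene lists related to the questions of the study were then tested as sets by camera. At a preset correlation camera takes its degrees of freedom from the number of genes. Its p-values at that setting therefore do not measure how far a list varies between cultures. Proliferation genes were lower in shGLS1. All 80 members tested had a negative log2 fold change, with a median of -1.06, and the adjusted p was 8.64e-29. Adjusted over all genes tested, no member passed an adjusted p of 0.05 by edgeR, whereas 62 had an unadjusted p under 0.05 and 56 passed when adjusted over the list alone. Interferon-stimulated genes were higher, in 44 of 52 members, with a median of 0.54 and an adjusted p of 1.19e-07 by camera. No member passed over all genes tested, 16 had an unadjusted p under 0.05, and 5 passed adjusted over the list alone: OASL, OAS1, DHX58, TRIM22 and MX2, all higher. Amino acid response genes were lower in 32 of 44 members, with a median of -0.43 (-0.25 without shGFP replicate 1) and an adjusted p of 0.00135 by camera. No member passed over all genes, 13 had an unadjusted p under 0.05, and SLC7A11 and PSAT1, both lower, passed adjusted over the list alone. Glutamine and glutamate metabolism genes were lower in 32 of 43 members, with a median of -0.26 and an adjusted p of 0.00734 by camera. No member passed over all genes, 10 had an unadjusted p under 0.05, and 3 passed adjusted over the list alone, SLC7A11 and PSAT1 lower and SLC6A14 higher. These last lists shared 5 tested genes. Genes in these counts of 5 or fewer are named after their values were seen.

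The other 4 lists did not pass. Secreted angiogenic factor genes had a median of 0.13 over 52 members (0.29 without shGFP replicate 1, 0.04 without shGFP replicate 2) and an adjusted p of 0.168 by camera. No member passed over all genes, 16 had an unadjusted p under 0.05, and 7 passed adjusted over the list alone, 6 of them higher. Members moved both ways (28 higher, 24 lower), and promoters and inhibitors of angiogenesis were not listed apart. The median and the camera test therefore do not measure angiogenic output. A fry test that ignores direction gave this list an unadjusted p of 3.48e-05. Deubiquitinase genes had a median of -0.07 over 87 members (adjusted p 0.354 by camera), which changed sign to 0.03 with scaling by library size only and to 0.19 without shGFP replicate 2. Exosome biogenesis and release genes had a median of 0.00 over 56 members (adjusted p 0.927 by camera), which was 0.15 without shGFP replicate 1 and -0.12 without shGFP replicate 2. Caveola genes had a median of 0.04 over 8 members (adjusted p 0.927 by camera), which was 0.14 without shGFP replicate 2. In each of these 3 lists 0 members passed over all genes tested or adjusted over the list alone, and 4, 3 and 1 members had an unadjusted p under 0.05. Under fry the proliferation, interferon-stimulated and amino acid response lists kept an adjusted p under 0.05 (0.0147, 0.047 and 0.032) and the glutamine list did not (0.0999). With the correlation between genes estimated from these libraries none of the 8 passed, and the smallest adjusted p was 0.0873, for proliferation genes. That setting also takes the degrees of freedom of camera from the libraries, so it changes more than the correlation. The glutamine list had an estimated correlation of 0.0069, below the preset 0.01. Its unadjusted p by camera still rose from 0.00367 to 0.093.

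**Figure D3:**
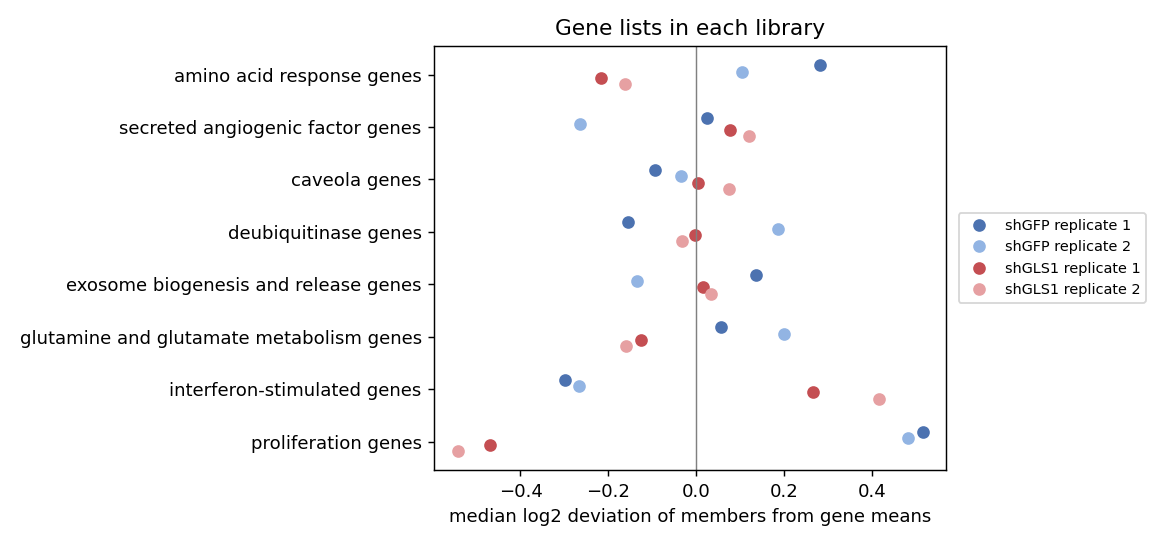
Median log2 deviation of list members from their gene means (horizontal axis) in each of the 4 libraries (points) for the 8 gene lists (vertical axis). Proliferation genes were at 0.52 and 0.48 in the shGFP libraries and at -0.47 and -0.54 in the shGLS1 libraries, whereas deubiquitinase genes differed most between the shGFP libraries (-0.16 and 0.19).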

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

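The number of genes with an adjusted p under 0.05 was the result that depended most on the processing. It was 0 in the main setting, with 2001 genes at an unadjusted p under 0.05, and 0 under RLE, upper quartile and library size scaling, the 10-count minimum, limma-trend on log2(FPKM + 1) and the version 4 estimator. DESeq2 called 286 genes (282 without its independent filtering) and no filter beyond 1 count called 20, all of them among the 286. Of the alternatives chosen after seeing the data, voom with quality weights called 17, and the length correction and the length then GC correction called 1 each, LOXL4. The cause was not tested. The naming rule would have added 10 genes under DESeq2, 8 without the filter, 10 under voom and 1 under each correction. The fits that left out a library, with 1 library in a group, were not tested, so these counts have no value there.

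The count by the fold change and unadjusted p criterion was 445 with limma-trend on log2(FPKM + 1) and stayed within 1.5 times 1256 elsewhere. With limma-trend 2095 genes had an unadjusted p under 0.05, against 2001 in the main setting. The fall to 445 therefore lay in the fold change threshold. Adding 1 to each FPKM draws log2 ratios towards 0, most at low levels, but its share in the fall was not tested. The share of these genes that were higher was 65.0% and ranged from 58% to 78.1% over the alternatives. It was 58% under DESeq2, 78.1% with library size only, which moved the median log2 fold change of all genes from -0.03 to 0.09, and 75.1% after the length then GC correction.

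The log2 fold changes of CAV1 (from 0.09 to 0.29) and USP1 (from -1.21 to -0.91) kept their direction under all 17 alternatives, and their adjusted p stayed above 0.05 wherever a test was made (from 0.544 to 0.978 and from 0.0853 to 0.386). TNC had a fold change of 2.02 and an adjusted p of 0.00463 under DESeq2. Its adjusted p ranged over the alternatives from 0.000227, under the crossed pairing chosen after seeing the data, to 0.321. Its fold change ranged from 1.45 to 3.04 across the 4 fits that each left out 1 replicate. The rank of USP1 was 6 without the filter, where 92 deubiquitinase genes were tested, 1 with limma-trend on FPKM and after either correction, and from 2 to 4 across the fits that left out one replicate (4 without shGFP replicate 1). The cause of these changes was not tested beyond the number of genes.

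With the replicate block, 194 genes had an adjusted p under 0.05, 10 would have been named, and TNC passed at a fold change of 2.22 (adjusted p 0.00242). The set tests of caveola and exosome genes changed direction at an adjusted p of 0.854, and the interferon median was 0.67. The replicate numbers do not pair these libraries, since the deviations of same-numbered libraries correlated at -0.27 across genes, and the block leaves 1 residual degree of freedom, so its tests rest on a variance pooled over genes. A crossed pairing, chosen after seeing the data, called 512 genes.

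Glutamine genes had an adjusted p of 0.0999 under fry. With an estimated correlation the adjusted p was 0.186 for the glutamine, amino acid response and interferon lists and 0.0873 for proliferation genes. Over all alternatives the adjusted p ranged from 0.00227 to 0.186 for glutamine, from 0.000472 to 0.186 for amino acid response, from 4.57e-08 to 0.186 for interferon and from 8.57e-32 to 0.0873 for proliferation genes. With library size only, the median log2 fold changes were -0.28 for amino acid response, 0.28 for angiogenic, 0.15 for caveola, 0.03 for deubiquitinase (a change of sign), 0.14 for exosome, -0.15 for glutamine, 0.66 for interferon and -0.92 for proliferation genes. With upper quartile factors they were 0.11 for caveola and -0.98 for proliferation genes, and after the length correction 0.10 for caveola, 0.63 for interferon and -0.96 for proliferation genes. Across the 4 fits that each left out one replicate, the medians ranged from -0.46 to -0.25 for amino acid response, from 0.04 to 0.29 for angiogenic, from 0.02 to 0.14 for caveola, from -0.24 to 0.19 for deubiquitinase, from -0.12 to 0.15 for exosome, from -0.38 to -0.20 for glutamine, from 0.50 to 0.64 for interferon and from -1.10 to -0.97 for proliferation genes. Leaving out shGFP replicate 1 gave the values nearest 0 for amino acid response (-0.25) and proliferation genes (-0.97), and deubiquitinase genes changed sign, to 0.19, without shGFP replicate 2. The scalings shift all genes together, and the estimated correlation also changes the degrees of freedom of camera. The cause of the other changes was not tested. For LOXL4, CDH5, SERPINE2 and VIM, 23 other values changed, 22 by passing an adjusted p of 0.05 and 1 by moving (VIM, -2.74 without shGFP replicate 1), and none changed direction. With limma-trend on log2(FPKM + 1) the fold changes of all 4 were nearer 0, at 3.01, 2.51, -1.77 and -2.42, without passing that threshold.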

Other observations

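Of the tests below, those of library depth, of proliferation genes, of the squamous and mesenchymal lists and of the other splits were written down before their results were seen, and the rest after.

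shGFP replicate 1 stood apart from the other 3 libraries. Several explanations are argued against as the whole cause. After the transcript length trend was removed from every library, the SD of the log2 ratio between the shGFP libraries was 0.91, against 0.402 between the shGLS1 libraries. This covers the trend as fitted, on the longest annotated transcript of genes with an average log2 CPM above 2. The fit was applied to all genes tested, so a length effect of another form is not excluded. After all libraries were thinned to the smallest total, the SD of the log2 ratio between the shGFP libraries was 0.918. It was 0.406 between the shGLS1 libraries, which argues against depth. The next SD is also that between the shGFP libraries, against that between the shGLS1 libraries. Over 11329 protein-coding genes without ribosomal protein genes and genes with an annotated pseudogene of their name, this SD was 0.704 after the length correction, against 0.32. An exchange of labels is argued against by the proliferation genes, whose median deviation in shGFP replicate 1 differed from that in shGFP replicate 2 by 0.03, where the shGLS1 mean differed by -0.99. For part of the pattern, 2 explanations stay open. Ribosomal protein genes deviated upward in shGFP replicate 1 by a median of 1.42, above 100% of 10000 random gene sets matched on transcript length and expression, whose median was 0.69. Unprocessed pseudogenes (293) deviated by a median of -0.74 after the length correction, against -0.23 for random gene sets matched on expression, with 0% of the sets lower, so reads shared between near-identical copies may contribute. A difference in RNA quality or library preparation was not tested, and with 1 library it cannot be separated from a difference in the culture.

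TNC counts were higher in the shGLS1 libraries. The length trend is argued against, since the log2 fold change was 2.08 after its removal and 2.03 before. Whether a single aberrant control is the source cannot be told apart from an effect. The fold change against shGFP replicate 2 alone was 1.45, which rests on 1 control library, and the controls were as far apart as 18.3 and 55.2 CPM. A response to the knockdown and a difference between independently selected lines both stay open.

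USP1 counts were lower in the shGLS1 libraries, and so were those of proliferation genes. USP1 was not on that list. The median log2 fold change of the 80 proliferation genes was -1.06, against -0.03 for all genes, and 35 of them fell further than USP1 (-1.08). In 75 of the 80, both shGLS1 libraries lay below both shGFP libraries. A candidate explanation is therefore that the lower USP1 level is part of a general fall of proliferation genes, as a hypothesis from the same data. The length trend is argued against, since the fold change of USP1 was -1.08 after its removal.

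KRT13, KRT23 and S100A9 counts were higher and VIM counts lower in the shGLS1 libraries, genes chosen after their values were seen. Their log2 fold changes were 3.71, 4.77, 3.16 and -3.10. A list of other squamous differentiation genes was higher as a set (31 tested, 24 higher, median 0.47, adjusted p 0.000289 by camera). With the 2 members at or under 3 counts in shGFP at their bound the median is 0.47, which is no test of it, since both members lie above the median either way. It ranged from 0.38 to 0.69 across the 4 fits that each left out one replicate. Under fry the adjusted p was 0.0432, and with an estimated correlation 0.0987. A general fall of mesenchymal genes is argued against, since the 35 mesenchymal genes tested went the other way (23 higher, median 0.40). Of these 35, 1 was also an angiogenic factor gene. The rise had an adjusted p of 0.00209 by camera, 0.156 under fry and 0.365 with an estimated correlation. That rise rests largely on shGFP replicate 1, since the median was 0.15 without it and 0.80 without shGFP replicate 2. A rise of squamous differentiation genes on the knockdown may explain the first part of the pattern, and a difference between selected lines stays open.

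The excess of small unadjusted p-values was compared with the other splits of the 4 libraries into pairs. The real split gave 2001 genes and the others gave 119 and 410, so 1 of the 3 splits gave as many. With 3 splits the share cannot fall under 0.05, and a chance arrangement cannot be told apart from an effect by this count.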
